# Arteriovenous malformation Map2k1 mutation affects vasculogenesis

**DOI:** 10.1038/s41598-023-35301-6

**Published:** 2023-07-08

**Authors:** Christopher L. Sudduth, Patrick J. Smits, Matthew P. Vivero, Yu Sheng Cheng, Michal Ad, Dennis J. Konczyk, Joyce Bischoff, Matthew L. Warman, Arin K. Greene

**Keywords:** RNA, Translational research, Genetics research

## Abstract

Somatic activating *MAP2K1* mutations in endothelial cells (ECs) cause extracranial arteriovenous malformation (AVM). We previously reported the generation of a mouse line allowing inducible expression of constitutively active MAP2K1 (p.K57N) from the *Rosa* locus (*R26*^*GT-Map2k1-GFP*/+^) and showed, using *Tg-Cdh5CreER,* that EC expression of mutant MAP2K1 is sufficient for the development of vascular malformations in the brain, ear, and intestines. To gain further insight into the mechanism by which mutant MAP2K1 drives AVM development, we induced MAP2K1 (p.K57N) expression in ECs of postnatal-day-1 pups (P1) and investigated the changes in gene expression in P9 brain ECs by RNA-seq. We found that over-expression of MAP2K1 altered the transcript abundance of > 1600 genes. Several genes had > 20-fold changes between MAP2K1 expressing and wild-type ECs; the highest were *Col15a1* (39-fold) and *Itgb3* (24-fold). Increased expression of COL15A1 in *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ brain ECs was validated by immunostaining. Ontology showed that differentially expressed genes were involved in processes important for vasculogenesis (e.g., cell migration, adhesion, extracellular matrix organization, tube formation, angiogenesis). Understanding how these genes and pathways contribute to AVM formation will help identify targets for therapeutic intervention.

## Introduction

Arteriovenous malformation (AVM) is defined by a nidus of abnormal vessels forming direct connections between arteries and veins instead of a normal capillary network. Extracranial AVMs enlarge over time through four stages: Stage 1 (quiescence), Stage 2 (enlargement), Stage 3 (ulceration), Stage 4 (congestive heart failure)^1^. AVM morbidity includes disfigurement, pain, ulceration, bleeding, destruction of tissues, and congestive heart failure. Management consists of embolization of the affected vasculature and/or surgical resection. AVMs recur following these interventions and patients rarely are cured.

Extracranial AVM is most commonly caused by a somatic *MAP2K1* gain-of-function mutation in the endothelial cell (EC)^2^. MAP2K1 is a component of the RAS/MAP2K1 signaling pathway which is involved in numerous cellular and developmental processes^3^. MAP2K1 activates ERK1/2 which translocates to the nucleus where it stimulates expression of the transcription factors c-FOS, c-JUN, and c-MYC disrupting cell function^4^. Somatic activating mutations in upstream components of the MAP2K1 signaling pathway (KRAS, HRAS, BRAF) also can cause AVMs^5–8^. The RAS/MAP2K1 pathway is one of the most commonly mutated oncogenic pathways in cancer and the activating mutations present in AVMs are also often found within malignancies. Cancer related studies of the RAS/MAP2K1 pathway have led to the development of several FDA approved MEK1 inhibitors which could be repurposed as potential AVM treatments^9^. Recently, patients with severe extracranial AVMs have been managed off-label with the MEK inhibitor trametinib that was originally developed to treat melanoma^10–12^.

The purpose of this study was to perform RNA profiling to gain insight into how the endothelial MAP2K1 mutation leads to AVM formation and enlargement. We recently reported the generation of a mouse line that allows for inducible tissue specific expression of MAP2K1 (p.K57N) from the *Rosa* locus (*R26*^*GT-Map2k1-GFP*/+^)^13^. Postnatal topical tamoxifen activation of MAP2K1 expression resulted in the development of vascular malformations in the skin of the ear, intestines, and brain. These lesions share features with human Stage 1 extracranial AVMs: tortuous perfused vascular networks, enlarged blood vessels, presence of pericytes, mutant and wild-type ECs, increased p-ERK, and hemorrhage^13^. Our goal is to identify downstream pathways affected by the AVM endothelial MAP2K1 mutation in order to develop drugs for patients.

## Results

P1 activation of MAP2K1 (p.K57N) expression in ECs by subcutaneous injection of tamoxifen caused lethargy and subsequent death of *R26*^*GT-Map2k1-GFP*/+^;*Tg-Cdh5CreER*^+*/−*^ pups between P10-12. To prevent detection of gene expression changes resulting from poor animal health, we analyzed the RNA profile of mutant MAP2K1 expressing and wild-type brain ECs at P9 before the earliest onset of lethargic behavior. Tamoxifen treated P9 *R26*^*GT-Map2k1-GFP*/+^;*Tg-Cdh5CreER*^+*/−*^ mice were growth retarded and their brains contained multifocal vascular malformations that were not present in control littermates (Fig. 1A–C). Histopathology illustrated numerous enlarged blood vessels and hemorrhage in the brain parenchyma in *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ mice, similar to the phenotype observed when mutant MAP2K1 expression is activated with topical tamoxifen (Fig. 1D,E)^13^.

**Figure 1:**
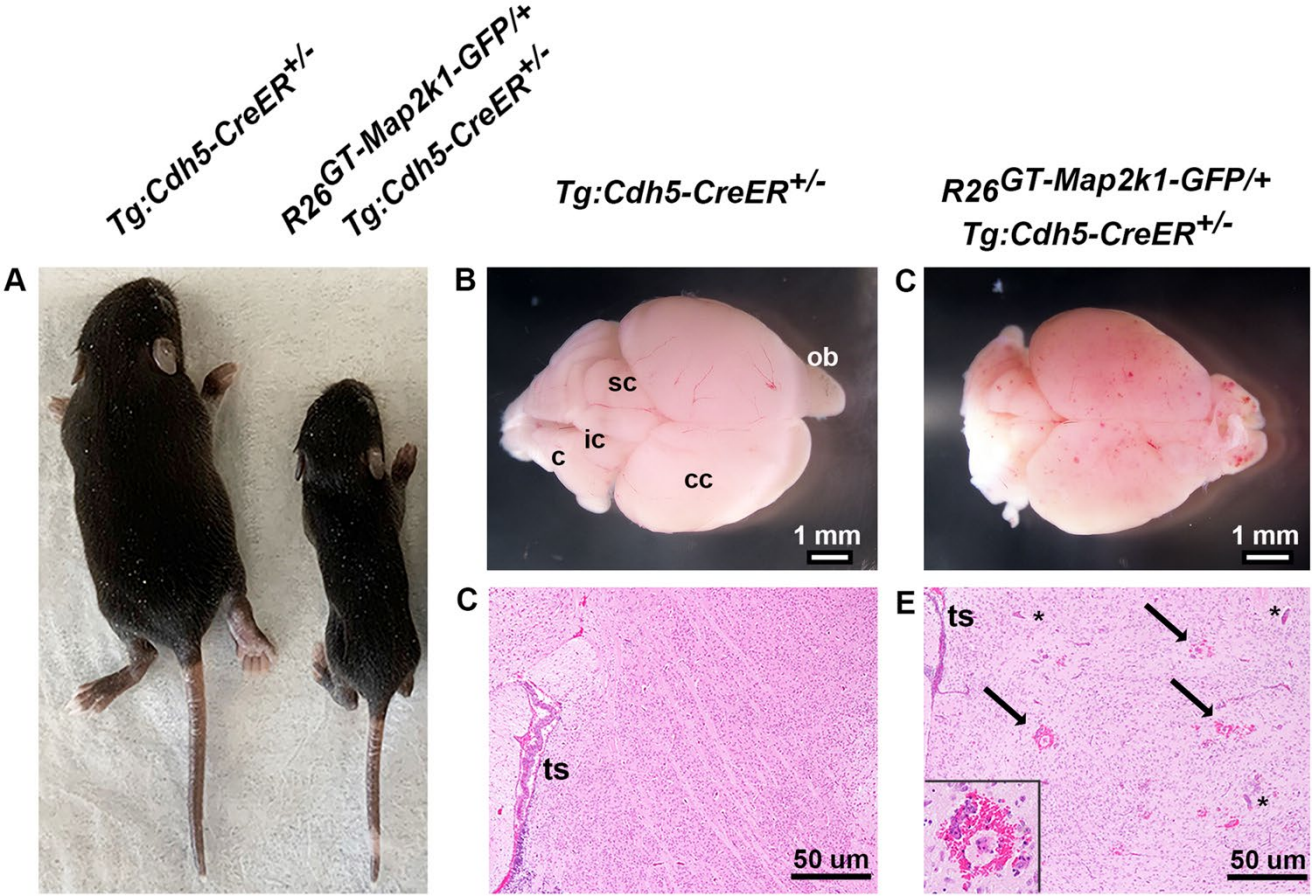
Expression of MAP2K1 (p.K57N) causes brain vascular malformations in a *R26*^*GT-Map2k1-GFP*/+^; *Tg:Cdh5-CreER*^+*/−*^ mouse line. (**A**) Pups at P9 after subcutaneous tamoxifen injection at P1. Notice the growth retardation in the *R26*^*GT-Map2k1-GFP*/+^; *Tg:Cdh5-CreER*^+*/−*^ pup. (**B**,**C**) Brains from the pups shown in (**A**). *R26*^*GT-Map2k1-GFP*/+^; *Tg:Cdh5-CreER*^+*/−*^ brains contain multifocal vascular malformations. (c) cerebellum, (ic) inferior colliculus, (sc) superior colliculus, (cc) cerebral cortex, and (ob) olfactory bulb. (**C**,**D**) Hematoxylin and eosin stained sections through the cerebral cortex demonstrate enlarged vessels (asterisks) and hemorrhage (arrows and insert) in the *R26*^*GT-Map2k1-GFP*/+^; *Tg:Cdh5-CreER*^+*/−*^ brain. Transverse sinus (ts).

Droplet digital PCR (ddPCR) showed that a recombined *R26*^*GT-Map2k1-GFP*/+^ allele was present in 20–28% of brain ECs extracted from tamoxifen treated P9 *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ mice (Supplementary Fig. 1). For our transcriptome analysis we used RNA extracted from brain ECs from four wild type and four *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ P9 pups. 

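ECs were isolated from P9 brains with beads that bind the endothelial surface protein CD31, and each of the 4 mutant and 4 wild-type pups gave 1 library. All pups had received 100 µg of tamoxifen at P1, which activates the Cre recombinase carried by the mutant pups. The authors deposited the number of reads counted on each of 49315 genes, without normalization, and a second set of values for 16889 genes in which each library's counts were divided by 1 factor per library, the median-of-ratios normalization of DESeq2. The second set holds every gene with a total of at least 81 counts over the 8 libraries, and 100% of its values came out as whole reads when multiplied by those factors. Between 24833373 and 34196955 reads per mutant library were counted on genes (median 27078184.5), and between 28146348 and 32208421 per wild-type library (median 31779928). Reads had been trimmed with Trimmomatic and mapped to GRCm38 with the STAR aligner. The paper's text does not name the program or the gene annotation used for counting, or whether counting used the strand, so genes that overlap on opposite strands are uncertain. The title of Supplementary Table 1 describes the controls as wild-type pups, and that of Supplementary Table 2 as a Tg:Cdh5-CreER pup. The 4 control libraries are treated here as wild type, as in the paper's text. From the unnormalized counts, library sizes were scaled by edgeR's TMM method, 16887 genes passed edgeR's filter on low counts, and mutant and wild-type libraries were compared with edgeR's quasi-likelihood test, with p adjusted by the method of Benjamini and Hochberg. Normalized counts given for single genes are TMM-scaled counts at the mean library size. The libraries of the same condition differed from each other by more than the sampling noise, with a chi-square statistic per degree of freedom between 7.31 and 41.6 over the 12 pairs, so each was kept as a separate replicate. The filter on low counts and the tool move the number of differentially expressed genes more than the normalization does.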

Integrity numbers for each sample were high (8.9–9.8). RNA seq yielded an average of 36 million reads (± 4.2 million) per sample, with > 91% of reads mapping to the reference genome. 

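The counts on genes averaged 29637665 ± 3288635 (SD, n = 8 libraries). They cover the reads assigned to genes and are used for all values here, while the paper's average above refers to all reads sequenced. Mutant libraries held 28296674 ± 4096396 (SD, n = 4) and wild-type libraries 30978656 ± 1912975 (SD, n = 4), and the ranges of both groups overlapped. At least 1 count was found on 24889 ± 1396 genes (SD, n = 4) in mutant libraries and on 25242 ± 525 genes (SD, n = 4) in wild-type libraries. The 10 genes with the most counts took 5.91% ± 0.306 (SD, n = 4) of the counts in mutant libraries and 5.46% ± 0.313 (SD, n = 4) in wild-type libraries, and mitochondrial genes took 1.44% ± 0.150 (SD, n = 4) and 1.24% ± 0.174 (SD, n = 4).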

To assess the purity of the extracted ECs we analyzed the presence of non-EC specific transcripts in the dataset. Reads for *Gfap* (astrocytes; ENSMUSG00000020932), *Higd1b* (pericytes; ENSMUSG00000020928), *Cnn1* (smooth muscle myocytes; ENSMUSG00000001349), and *Dcn* (fibroblasts; ENSMUSG00000019929) were low (Supplementary Fig. 2).

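*Gfap* lies on chromosome 11 of GRCm38 from 102887336 to 102900912, and its transcript is abundant in astrocytes. It had 237 ± 150 normalized counts (SD, n = 4) in mutant and 201 ± 65.1 (SD, n = 4) in wild-type ECs. *Higd1b*, on chromosome 11 from 102835849 to 102838040, had 156 ± 48.3 (SD, n = 4) and 145 ± 43.9 (SD, n = 4). *Cnn1*, on chromosome 9 from 22099216 to 22109630, had 25.6 ± 15.8 (SD, n = 4) and 40.3 ± 14.7 (SD, n = 4). *Dcn*, on chromosome 10 from 97479500 to 97518162, had 326 ± 49.7 (SD, n = 4) and 249 ± 78.0 (SD, n = 4). For comparison, 10 genes chosen for their expression in ECs averaged 40251 ± 3857 normalized counts (SD, n = 4) in mutant and 39943 ± 3385 (SD, n = 4) in wild-type libraries. Together the 4 markers amounted to 1.89% ± 0.762 (SD, n = 4) of that mean in mutant libraries and 1.62% ± 0.529 (SD, n = 4) in wild-type libraries, a difference smaller than the spread between pups (exact two-sided permutation test, p = 0.6). *Cdh5* is 1 of the 10 genes and was higher in mutant ECs (log2 fold change 1.11). Without it, a choice made after the values were seen, the other 9 genes averaged 36046 ± 3258 (SD, n = 4) in mutant and 40354 ± 3498 (SD, n = 4) in wild-type libraries (exact two-sided permutation test, p = 0.143), and the 4 markers amounted to 2.11% ± 0.804 (SD, n = 4) and 1.61% ± 0.527 (SD, n = 4) of that mean (p = 0.343, same test). None of the 4 markers differed between the groups. The adjusted p was 0.634 for *Gfap*, 0.781 for *Higd1b*, 0.268 for *Cnn1* and 0.159 for *Dcn* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dcn*, with a log2 fold change of 0.39, had an adjusted p under 0.05 with the label prefix as a block (0.42) and without wild type replicate 3 (0.60). The sign of the log2 fold change turned without mutant replicate 3 for *Gfap* (-0.27) and *Higd1b* (-0.12), and without wild type replicate 4 for *Higd1b* (-0.06). The 4 genes stand for 4 cell types, so low reads on them do not cover other cell types of the brain. They do not bound the carryover of these 4 cell types either. Lists of genes for the same cell types, written before the data were examined, had more counts per gene. Over all libraries they averaged 10.6% of the endothelial mean for fibroblasts, 8.63% for pericytes, 5.38% for astrocytes and 2.56% for smooth muscle. Whether ECs express some of these genes was not tested.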

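Principal components were computed from log2 CPM after TMM normalization, with a prior count of 2, over the 500 genes of largest variance. The first component held 78.0% of the variance and the second 10.3%. Scores on the first component averaged -32.6 ± 6.24 (SD, n = 4) in mutant and 32.6 ± 4.23 (SD, n = 4) in wild-type libraries. Mutant scores lay between -40.7 and -26.1 and wild-type scores between 26.7 and 36.4, so the groups did not overlap (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The choice of genes moved the share of the first component most, to 63.1% with all tested genes, and the groups stayed apart there too.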

Principal component analysis grouped the *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ RNA seq datasets separately from the wild-type datasets (Fig. 2). 

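The sample labels carry 3 prefixes, and each prefix holds libraries of both conditions. One prefix covers replicates 1 and 2 of each condition, another replicate 3 and the last replicate 4. The paper's methods state that wild-type pups were chosen to match the number of mutant pups of the same litter, and do not name which libraries share a litter or what the prefixes stand for. Within the first prefix, the mutant scores on the first principal component were -40.7 and -30.0 and the wild-type scores 36.4 and 32.7. The prefix of replicate 3 gave -26.1 for the mutant and 34.7 for the wild type, and that of replicate 4 gave -33.7 and 26.7. The mutant library therefore lay below the wild-type library in each prefix, although a prefix with 1 library per condition gives no test of its own. With the label prefix as a block, 2456 genes were differentially expressed, of which 2316 were also among the 2356 called without it.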

Because EC cell recovery, RNA extraction, library preparation, and sequencing were performed on all samples at the same time, the difference between mutant and wild-type EC datasets likely represents biologic differences rather than artifactual batch effects. Differential gene expression analysis identified 790 genes whose transcript abundance increased, and 887 genes whose transcript abundance decreased (Fig. 3A and Supplementary Tables 1, 2). 

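Of the 16887 genes tested, 7504 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the paper's further limit of an absolute log2 fold change over 1, 2356 genes were differentially expressed, of which 996 were higher and 1360 lower in mutant ECs. The median log2 fold change was 1.52 among the higher genes and -1.46 among the lower genes. The mutant and wild-type libraries did not overlap for 7174 of the 16887 genes tested, where chance gives 2.86%. This was so for 2106 of the differentially expressed genes, which the test itself selects for a difference. Supplementary Tables 1 and 2 of the paper list 1677 genes, of which 1632 were also differentially expressed here, all in the same direction. Another 724 genes were differentially expressed here and not listed, and 689 of them had a lower mean normalized count than any listed gene. The threshold moved the count most. Testing against a log2 fold change of 1 left 427 higher and 309 lower genes.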

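*Map2k1* (ENSMUSG00000004936) lies on the minus strand of chromosome 9 of GRCm38 from 64185770 to 64253631. The recombined allele carries a *Map2k1* cDNA, and its reads are counted with those of the endogenous gene. *Map2k1* had 14619 ± 2851 normalized counts (SD, n = 4) in mutant and 1611 ± 116 (SD, n = 4) in wild-type ECs, a log2 fold change of 3.18 (standard error 0.13, adjusted p = 2.84e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every mutant library was above every wild-type library, which also checks the labels of the 8 libraries. With each library left out in turn, the log2 fold change stayed between 3.06 and 3.25.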

*Map2k1* was identified among the increased transcripts. To estimate the relative expression of the recombined *R26*^*GT-Map2k1-GFP*/+^ allele compared to the two endogenous alleles, we counted mutant versus wild type reads and normalized for the % of recombined cells. This analysis determined that mRNA expression from a recombined *R26*^*GT-Map2k1-GFP*/+^allele was on average 69-fold higher than endogenous *Map2k1* expression (Fig. 3B).

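The estimate follows the steps of the paper's methods, which scale to the wild-type mean, the recombination efficiency and 1 endogenous allele. The methods text does not state the subtraction used here. The mean of the wild-type libraries is subtracted from the count of a mutant library, the rest is divided by that mean and by the share of recombined ECs, and the result is multiplied by 2, because a wild-type cell has a pair of endogenous alleles. In the deposited normalized values, the wild-type libraries averaged 1580 ± 110 counts (SD, n = 4) on *Map2k1*. With TMM-normalized counts, the mutant libraries 1 to 4 had 11.6, 7.88, 7.89 and 8.90 times the wild-type mean. The recombined shares were 28% for mutant 1, the upper end of the range in the paper's text, and 23% and 20% for mutants 2 and 3, as in Fig. 3B, which prints a slightly larger share for mutant 1. No share was used for mutant 4. The recombined allele was then expressed 75.9-fold, 59.8-fold and 68.9-fold relative to an endogenous allele, with a mean of 68.2 ± 8.08 (SD, n = 3). The recombined share is the input that moved this value most, to 80.7 with 20% for all 4 mutants and 57.7 with 28% for all 4. The formula takes all ECs to hold equal amounts of RNA and the endogenous alleles to be unchanged in recombined cells. From its own normalized counts and shares, the paper determines the expression of the recombined allele relative to endogenous *Map2k1*.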

**Figure 2:**
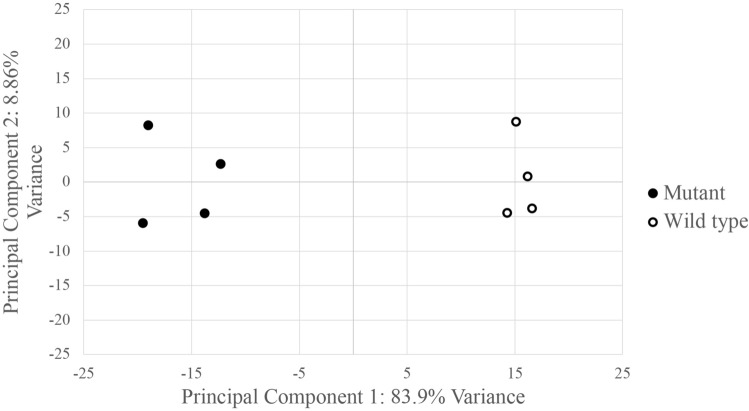
Principal component analysis shows *R26*^*GT-Map2k1-GFP*/+^; *Tg:Cdh5-CreER*^+*/−*^ ECs have a distinct molecular signature.

**Figure 3:**
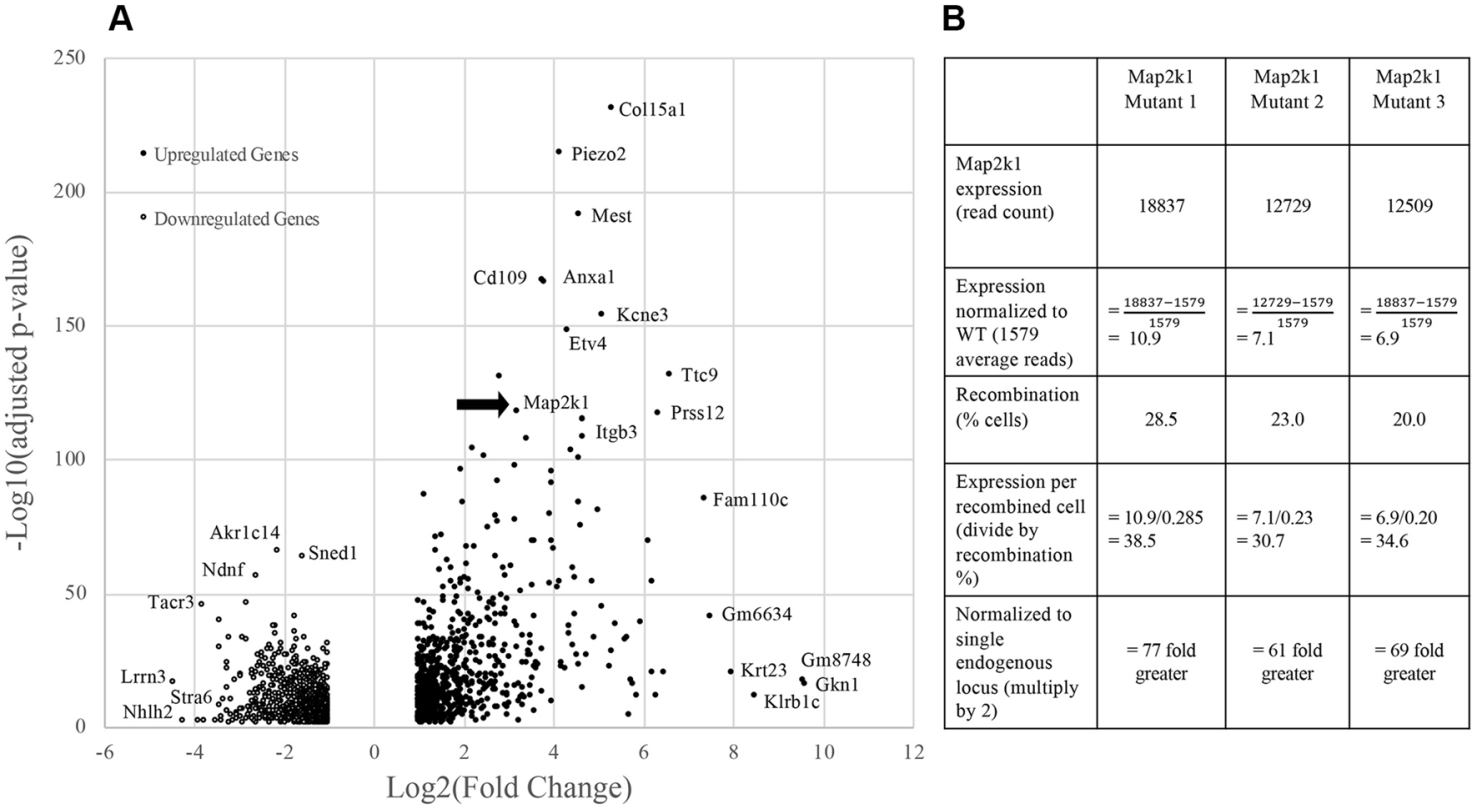
(**A**) Volcano plot for the 1,677 significantly differentially expressed genes. Adjusted p-value (y-axis) is plotted against Log(2) fold change (x-axis). The most significantly affected gene is *Col15a1.* Note that *Map2k1* transcripts are increased (arrow). (**B**) Comparison of *Map2k1 (p.K57N)* expression levels to wild type *Map2k1* in brain ECs with a recombined *R26*^*GT-Map2k1-GFP*/+^ allele. Expression from the activated *R26*^*GT-Map2k1-GFP*^ allele is on average 69 × greater than expression from an endogenous *Map2k1* allele.

Gene Ontology Resource was used to identify pathways affected in ECs by mutant MAP2K1. 

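The 200 differentially expressed genes of smallest p comprised 177 higher and 23 lower genes, and each changed at least 2.01-fold. The 200 genes of smallest adjusted p in the paper's Supplementary Tables 1 and 2 comprise 173 higher and 27 lower genes, and 180 genes were in both sets. With each library left out in turn, this overlap was between 154 and 179. No ontology annotation was used here, and families of genes defined by their symbols were counted instead. Of the 29 integrin genes tested, *Itga2*, *Itga3* and *Itgb3* were among the 200, where 0.343 would be drawn by chance (Fisher's exact test, two-sided, p = 0.00477, adjusted p = 0.0381 over 8 families by Benjamini-Hochberg). The 3 integrins were all higher in mutant ECs. None of the other families passed the threshold. Collagens had 2 of 40 genes among the 200 (Fisher's exact test, adjusted p = 0.217), ADAM and ADAMTS proteases 2 of 30 (0.196), laminins 1 of 10 (0.225), cadherins 1 of 14 (0.246) and solute carriers 3 of 241 (1). Neither semaphorins and plexins, with 24 genes tested, nor ephrins and Eph receptors, with 19, had a gene among the 200. Among all differentially expressed genes, 9 collagens were higher and 3 lower, and 7 integrins were higher and 3 lower. For ADAM and ADAMTS proteases 3 were higher and 5 lower, and for cadherins 3 were higher and 4 lower. Lists of genes written before the data were examined were also tested with limma's camera. The tip cell list, of which 3 genes are named by the paper, rose, with a median log2 fold change of 1.10 over 12 genes (adjusted p = 0.0133 over 17 lists, limma's camera), and the proliferation list did not differ (median 0.21 over 12 genes, adjusted p = 0.248, limma's camera). The tip cell list also passed under fry (adjusted p = 1.42e-04), which tests for any change in a list and not against the other genes. With 7504 of 16887 genes at an adjusted p under 0.05, this is an easier test to pass. The tip cell call was lost with a correlation between genes estimated from the data (adjusted p = 0.642, limma's camera).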

The top 200 differentially expressed genes showed significant alterations in cell migration, adhesion, matrix organization, tube morphogenesis, angiogenesis, and blood vessel development (Fig. 4). 

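*Col15a1* (ENSMUSG00000028339), on chromosome 4 of GRCm38 from 47208161 to 47313167, had 64801 ± 16244 normalized counts (SD, n = 4) in mutant and 1672 ± 140 (SD, n = 4) in wild-type ECs. This is a 38.8-fold difference, with a log2 fold change of 5.28 (standard error 0.18, adjusted p = 1.27e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Itgb3* (ENSMUSG00000020689), on chromosome 11 from 104608000 to 104670476, rose 24.7-fold from 304 ± 35.1 (SD, n = 4) to 7505 ± 2560 (SD, n = 4). Its log2 fold change was 4.63 (standard error 0.24, adjusted p = 7.27e-07, same edgeR test). *Piezo2* (ENSMUSG00000041482), on chromosome 18 from 63010213 to 63387183, rose 17.4-fold from 646 ± 34.8 (SD, n = 4) to 11251 ± 1924 (SD, n = 4), a log2 fold change of 4.12 (standard error 0.13, adjusted p = 1.27e-07, same edgeR test). *Cd109* (ENSMUSG00000046186), on chromosome 9 from 78615546 to 78716253, rose 13.2-fold from 610 ± 36.5 (SD, n = 4) to 8059 ± 1439 (SD, n = 4), a log2 fold change of 3.72 (standard error 0.13, adjusted p = 1.27e-07, same edgeR test). In each of these genes all 4 mutant libraries were above all 4 wild-type libraries. Leaving out each library in turn kept the log2 fold change of *Col15a1* between 5.12 and 5.39, and that of *Itgb3* between 4.41 and 4.78.

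**Figure D1:**
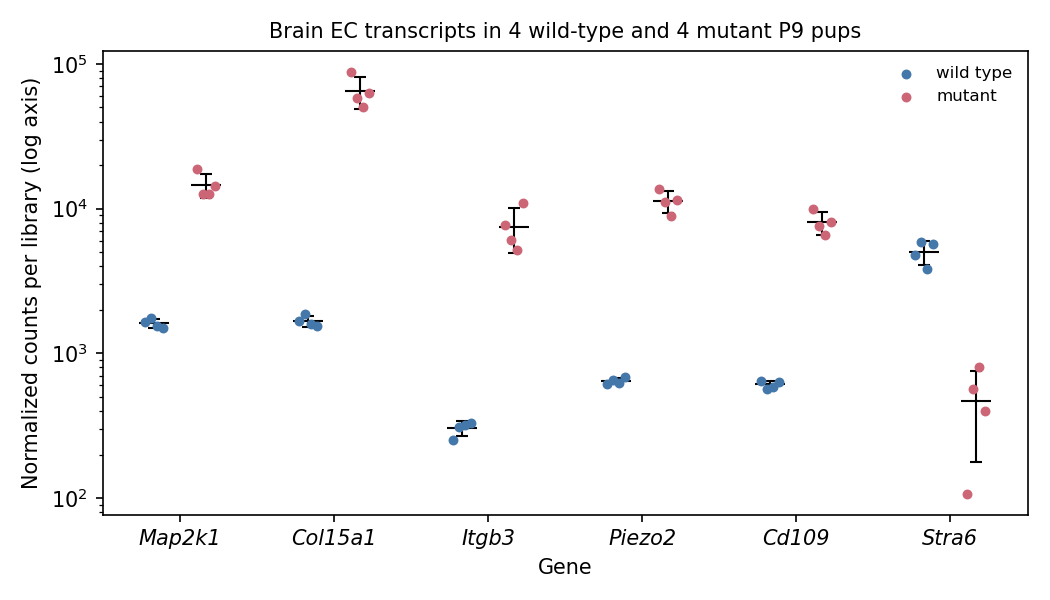
Normalized counts per library (log axis) of *Map2k1*, *Col15a1*, *Itgb3*, *Piezo2*, *Cd109* and *Stra6* in 4 wild-type and 4 mutant pups. Each point is 1 library, the horizontal bar is the mean and the error bar the SD. In all 6 genes the points of the groups do not overlap.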

Notable among the genes with increased expression were the basement membrane collagen *Col15a1* (39-fold increase, padj ~ 10^–236^), the cell adhesion molecule *Itgb3* (24-fold increase, padj ~ 10^–109^), the voltage gated stretch receptor *Piezo2* (17-fold increase, padj ~ 10^–215^), and the GPI-anchored cell surface protein *Cd109* (13-fold increase, padj ~ 10^–168^). Fifteen other genes with low adjusted p values had > tenfold expression changes, and 85 had > four-fold changes (Supplementary Table 1). 

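Counted among the differentially expressed genes, 108 were higher by more than 10-fold and 311 by more than 4-fold. All wild-type libraries had 3 counts or fewer for 15 of the 108, so their fold is only known as a lower bound. With such genes placed at their bound, 104 were over 10-fold and 311 over 4-fold. Supplementary Table 1 of the paper holds 89 genes over 10-fold and 235 over 4-fold. The filter on low counts moved these numbers most. With a mean of at least 1000 normalized counts required, 22 genes were over 10-fold and 58 over 4-fold. With such genes at their bound, 19 genes rose by more than *Col15a1*, and 6 of them had a mean of at least 1000 normalized counts in mutant ECs. *Gm6634*, on chromosome 3 of GRCm38 from 70772379 to 70807291, rose from 1.89 ± 1.69 normalized counts (SD, n = 4) to 336 ± 45.5 (SD, n = 4), and *Krt23*, on chromosome 11 from 99477974 to 99493137, from 1.40 ± 1.80 (SD, n = 4) to 351 ± 171 (SD, n = 4). *Gm8748*, *Gkn1* and *Klrb1c* had at most 1 count in any wild-type library. Against a floor of 3 counts per library, *Gm8748* was at least 46.0-fold higher in mutant ECs, *Gkn1* at least 77.6-fold higher and *Klrb1c* at least 35.4-fold higher. At this bound *Klrb1c* was not among the 19 genes that rose by more than *Col15a1*. *Gm8748* is annotated as a processed pseudogene, whose reads could have been split with its parent gene in the counting. It lies within 100 kb of *Cdh5*, where 5 of 6 tested genes were higher in mutant ECs. Sequence carried by the Cre transgene is a candidate explanation there, so its rise may not be a response to mutant MAP2K1.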

One gene, *Stra6,* had its transcript abundance decrease > tenfold (padj ~ 10^–9^) and 52 other genes had their abundances decrease > four-fold (Supplementary Table 2). 

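*Stra6* (ENSMUSG00000032327), on chromosome 9 of GRCm38 from 58063788 to 58153996, had 470 ± 291 normalized counts (SD, n = 4) in mutant and 5031 ± 942 (SD, n = 4) in wild-type ECs. Its log2 fold change was -3.42 (standard error 0.44, adjusted p = 1.88e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 10.7-fold lower. Left-out libraries moved it between -3.79 and -3.07. In all, 17 differentially expressed genes were lower by more than 10-fold and 297 by more than 4-fold. Lists of neuron and oligodendrocyte genes were also lower in mutant libraries, with median log2 fold changes of -1.55 and -2.41. A smaller carryover of neural cells could therefore add to these counts. How many of the genes come from such cells was not counted. For 5 of the 17, every mutant library had 3 counts or fewer, and 12 were over 10-fold with such genes at their bound, while 8 of the 17 had a mean of at least 100 normalized counts in wild-type ECs. With a mean of at least 1000 normalized counts over all libraries required, 1 gene was lower by more than 10-fold and 24 by more than 4-fold. The number over 10-fold rose to 53 without mutant replicate 4, and was lowest at 13. The paper's Supplementary Table 2 holds 11 genes over 10-fold and 163 over 4-fold. *Lrrn3*, on chromosome 12 from 41451673 to 41485751, fell further than *Stra6*, from 1459 ± 98.5 (SD, n = 4) to 66.3 ± 48.5 (SD, n = 4). *Tacr3*, *Lmntd1* and *Adgra1* also fell further in this fit, with log2 fold changes of -3.82, -3.45 and -3.42, from wild-type means of 222, 390 and 158 normalized counts. For *Lmntd1* and *Adgra1* the gap to *Stra6* was smaller than its standard error, and the order changed with the fit. With the label prefix as a block, *Stra6* had -3.49, *Lmntd1* -3.46 and *Adgra1* -3.41.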

To validate the RNA sequencing findings, we immunostained brain sections of control and *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ animals for COL15A1, the highest upregulated gene. *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ brains showed a strong increase in COL15A1 positive ECs compared to non-mutant brains (Fig. 5).

**Figure 4:**
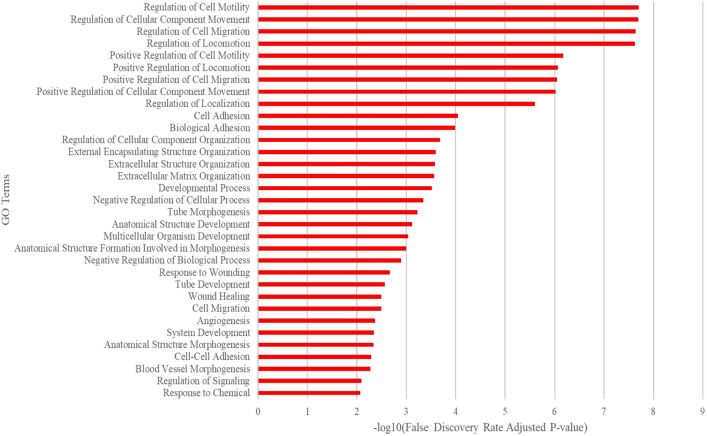
Ontology using the top 200 differentially expressed genes ranked by adjusted p-value. The most impacted pathways were cell migration, cell adhesion, and matrix organization associated with tube morphogenesis, angiogenesis, and blood vessel development.

**Figure 5:**
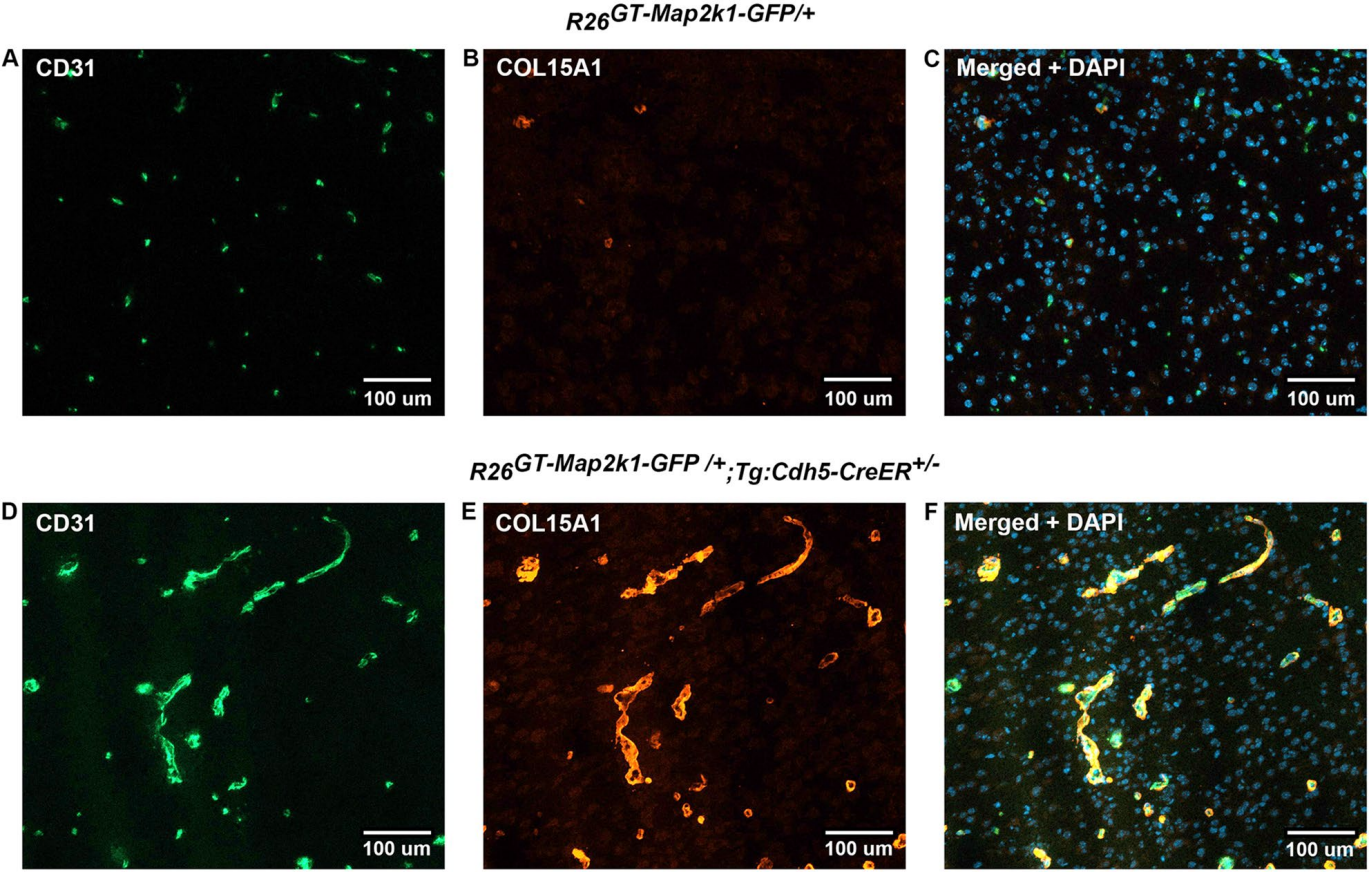
Endothelial cell *Map2k1* mutation causes increased COL15A1 protein production. Top panels (**A**–**C**) Immunostaining of P9 *R26*^*GT-Map2k1-GFP*/+^ brain sections. Bottom panels (**D–F**) Immunostaining of P9 *R26*^*GT-Map2k1-GFP*/+^; *Tg:Cdh5-CreER*^+*/−*^ brain sections. (**A**,**D**) CD-31; (**B**,**E**) COL15A1; (**C**,**F**) CD-31 + COL15A1 + DAPI. Note abnormal vasculature and COL15A1 expression in the *R26*^*GT-Map2k1-GFP*/+^; *Tg:Cdh5-CreER*^+*/−*^ brain.

## Discussion

Previous AVM RNA sequencing studies have involved either human brain AVM specimens which do not contain *MAP2K1* mutations or in vitro engineered KRAS (p.G12D) overexpressing ECs^14–17^. In these systems genes involved in inflammation, cell migration, extracellular matrix remodeling, and angiogenesis are differentially expressed. Our study illustrates the transcriptional profiling of ECs from MAP2K1 (p.K57N) induced brain vascular malformations using a *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ mouse line. Our RNA sequencing results are consistent with single cell RNA data from human brain AVMs which also exhibited increased *COL15A1*, *PGF*, *PLVAP*, *STC1*, *ANGPT2* and decreased *MFSD2A*, *SLC16A1*, *SLC38A5*^16,17^. 

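In the mouse brain ECs, the mean normalized count of *Pgf* rose from 217 ± 77.8 (SD, n = 4) in wild-type to 1521 ± 527 (SD, n = 4) in mutant pups, with a log2 fold change of 2.82 (standard error 0.29, adjusted p = 4.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Plvap* rose from 926 ± 118 (SD, n = 4) to 8858 ± 3021 (SD, n = 4), a log2 fold change of 3.26. *Stc1* rose from 2126 ± 709 (SD, n = 4) to 8018 ± 1895 (SD, n = 4), a log2 fold change of 1.92, and *Angpt2* from 3929 ± 1160 (SD, n = 4) to 16004 ± 2962 (SD, n = 4), a log2 fold change of 2.03. The counts of *Mfsd2a* went down from 19857 ± 1796 (SD, n = 4) to 3923 ± 1739 (SD, n = 4), a log2 fold change of -2.34. Those of *Slc16a1* went down from 72623 ± 7017 (SD, n = 4) to 20188 ± 8035 (SD, n = 4), a log2 fold change of -1.85, and those of *Slc38a5* from 18638 ± 1795 (SD, n = 4) to 3929 ± 1359 (SD, n = 4), a log2 fold change of -2.25. The largest adjusted p of the 7 genes was 2.61e-04, for *Slc16a1* (edgeR's quasi-likelihood test). Every mutant library lay beyond every wild-type library in all 7. The paper names 18 genes as changed in these RNA sequencing data, and all 18 passed both thresholds in the paper's direction. Over the 22 genes that the paper names, 18 had an adjusted p under 0.05 when adjusted over the list alone, and 18 when adjusted over all genes tested. The study chose these genes on the same libraries, so none of these counts is independent evidence. The human single cell data of the comparison were not analysed here.

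**Figure D2:**
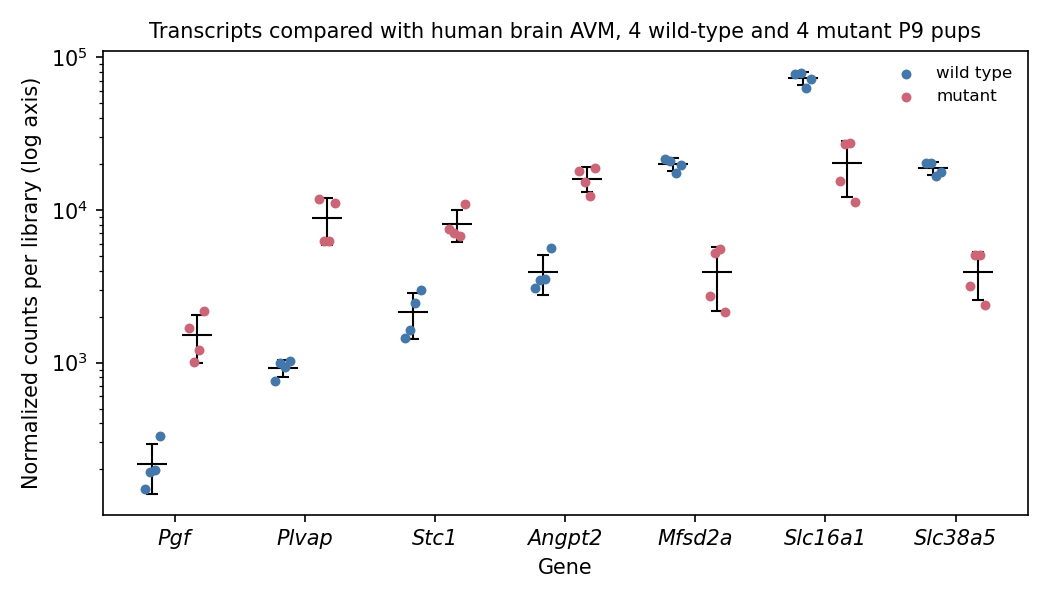
Normalized counts per library (log axis) of *Pgf*, *Plvap*, *Stc1*, *Angpt2*, *Mfsd2a*, *Slc16a1* and *Slc38a5* in 4 wild-type and 4 mutant pups. Each point is 1 library, the horizontal bar is the mean and the error bar the SD. The first 4 genes are higher and the last 3 lower in all mutant libraries.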

Advantages of our model are that it is in-vivo, has a known mutation, and produces an obvious phenotype. Disadvantages of our mouse line include the possibility that gene expression changes might be different if mutant MAP2K1 was expressed at endogenous levels or if changes were compared to mice expressing wild type MAP2K1 protein from the *Rosa* locus.

The transcriptome changes in MAP2K1 expressing ECs provides insights into the mechanisms that contribute to AVM formation. Overexpression of MAP2K1 resulted in more than 1600 genes whose expression was significantly different between mutant and non-mutant ECs. None of the genes alone appear to be necessary and sufficient to produce an AVM. However, many of the overexpressed transcripts in our dataset promote vasculogenesis. For example, upregulated *Esm1* and *Vav3* expression may cause dysregulated EC migration and filopodia extension. 

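*Esm1* (ENSMUSG00000042379), on chromosome 13 of GRCm38 from 113209659 to 113218098, had 2025 ± 865 normalized counts (SD, n = 4) in mutant and 551 ± 132 (SD, n = 4) in wild-type ECs. Its log2 fold change was 1.88 (standard error 0.29, adjusted p = 5.53e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Vav3* (ENSMUSG00000033721), on chromosome 3 from 109340653 to 109685698, had 652 ± 132 (SD, n = 4) and 173 ± 11.3 (SD, n = 4), with a log2 fold change of 1.91 (standard error 0.15, adjusted p = 8.60e-06, same edgeR test). For both genes all mutant libraries were above all wild-type libraries. From the increased expression of these genes, the paper proposes dysregulated EC migration and filopodia extension.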

ECs in *Esm1* null mice exhibit delayed vascular outgrowth and reduced filopodia extension^18^. Microvascular ECs overexpressing VAV3 demonstrate increased migration and assembly while embryonic fibroblasts deficient in VAV3 have reduced filopodia extension^19^. COL15A1 forms a proangiogenic scaffold for ECs. ECs cultured with fibroblasts overexpressing COL15A1 have increased migration and tube formation^20^. ITGB3 is a heterodimeric adhesion receptor that interacts with the extracellular matrix and is highly expressed in vessels undergoing pathological angiogenesis^21^. ROBO1, CDH13, PGF, ANGPT2, and FGFR1 increase EC proliferation, migration, and tube formation^22–25^. Dysregulated expression of multiple proangiogenic factors in MAP2K1 expressing ECs may result in their inability to form normal capillary beds which could lead to arteriovenous shunts.

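*Robo1* (ENSMUSG00000022883), on chromosome 16 of GRCm38 from 72663149 to 73046095, rose from 208 ± 18.4 normalized counts (SD, n = 4) in wild-type to 2390 ± 703 (SD, n = 4) in mutant ECs, with a log2 fold change of 3.52 (standard error 0.20, adjusted p = 1.45e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdh13* (ENSMUSG00000031841), on chromosome 8 from 118283733 to 119324921, rose from 428 ± 100 (SD, n = 4) to 3201 ± 821 (SD, n = 4), with a log2 fold change of 2.91 (standard error 0.22, adjusted p = 7.10e-06, same edgeR test). *Fgfr1* (ENSMUSG00000031565), on chromosome 8 from 25513654 to 25575718, rose from 2488 ± 286 (SD, n = 4) to 5619 ± 1246 (SD, n = 4). Its log2 fold change of 1.18 (standard error 0.15, adjusted p = 1.77e-04, same edgeR test) stayed over the limit of 1 in all 8 fits that left out a library, between 1.07 and 1.31.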

It is not feasible to obtain mice with a global or conditional knockout allele for every differentially expressed gene to test that gene’s role in producing vascular malformations when mutant *Map2k1* is expressed. However, it is possible to use genes with both large fold-changes in transcript abundance and increased protein expression for cell-based assays of mutant *Map2k1* effects. For example, CD109, whose transcript is 13-fold more abundant in mutant ECs, can be used to flow sort ECs in perturb-seq experiments. As an alternative to antibody-mediated flow sorting, a fluorescent reporter could be knocked into the *Col15a1* locus, whose transcript is 39-fold more abundant in MAP2K1 mutant ECs.

Our results showing that the *Map2k1* mutation in ECs affects vasculogenesis genes and pathways contributes to our understanding of AVMs pathogenesis. The activating *MAP2K1* EC mutation may cause AVM enlargement through abnormal blood vessel production that secondarily causes overgrowth of tissues. This would explain the finding that human AVMs enlarge by a cell non-autonomous mechanism^26^. Drugs that inhibit EC migration, adhesion, and angiogenesis may prove beneficial to patients with AVMs. Anti-angiogenic medications might prevent enlargement of AVMs as well as reduce their recurrence following embolization and resection. Combining anti-angiogenic drugs with MAP2K1 inhibitors for AVM may prove synergistic, improving the efficacy of drugs like trametinib and reducing its toxicity.

## Methods

### Conditional expression of MAP2K1 (p.K57N) in mouse endothelial cells

Animal experiments were approved by the Boston Children’s Hospital’s Institutional Animal Care and Use Committee (Protocol 00001349). All methods reported are in accordance with the relevant guidelines and regulations including the ARRIVE guidelines^27^. *R26*^*GT-Map2k1-GFP*^ and *Tg-Cdh5CreER* mice were previously described^13,28^. Both strains were maintained by backcrossing with C57BL/6J animals (Jax: 000664). Male *Tg-Cdh5CreER* heterozygous animals were mated with *R26*^*GT-Map2k1-GFP*^ heterozygous females. To induce CRE mediated recombination in resulting litters we administered tamoxifen (100 µg: 20 µl of a five mg/ml tamoxifen solution in sesame oil) by subcutaneous injection at postnatal day one (P1). Pups were euthanized at P9 by decapitation and brain ECs were extracted. Tail DNA from each pup was genotyped for *Map2k1* (Ex7-FP: 5′-ggagctactgtttggatgccatgtg-3′ and Ex11-RP: 5′-ctgggctggttaagcccaatggtg-3′; amplicon size 342 bp) and *CreER* (FP: 5′-caataccggagatcatgcaagctg-3′ and RP: 5′-aggcacattctagaaggtggacctg-3′; amplicon size 429 bp). PCR cycle: 94 °C 3′ =  > 36× (94 °C 15″ =  > 61 °C 15″ =  > 72 °C 30″) =  > 72 °C 7′.

### Study design

All pups appeared healthy at P9, and none were excluded. Wild type pups were randomized within litters and selected to match the number of mutant pups from the same litter (e.g., two mutants and two random wild type pups from litter one). Because of the phenotypic changes in *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ pups, blinding and masking was not possible. The main outcome measure was differences in gene expression between wild type and *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ mice assessed by RNA sequencing.

### Histology and immunostaining

Mouse brains (n = four for control wild type, *R26*^*GT-Map2k1-GFP*/+^ or *Tg-Cdh5CreER*^+*/−*^ and n = 4 for mutant *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^) were fixed in formalin, embedded in paraffin, sectioned (seven µm), and hematoxylin/eosin stained. Tissue undergoing immunostaining were flash frozen in OCT and stored at − 80 °C. Seven µm cryo-sections were cut. Primary antibodies used: rabbit anti-mouse COL15A1 (Gift from Dr. Karppinen, University of Oulu, Finland) (1/500) and rat anti-mouse CD31 (1/500) (BD Pharmigen: 553370). Secondary antibodies used: donkey anti-mouse IgG (H + L) Alexa Fluor 488 (Abcam 150105, 1/200); donkey anti-rabbit IgG (H + L) rhodamine red-X (1/500) (Jackson ImmunoResearch 712-295-150). Sections were mounted with DAPI Fluoromount-G (SouthernBiotech). Images of sections were obtained using an Eclipse 80i microscope (Nikon) with a Spot model 25.4 camera and Spot 5.2 software (Diagnostic Instruments). Confocal images were captured using a Zeiss LSM 800 confocal microscope and Zen Blue software version 2.5.

### Endothelial cell isolation

ECs were isolated as previously described^6^. Briefly, whole brain was minced with a scalpel, digested with collagenase A (Roche # 11088793001) at 37 °C for 1.5 h, and passed through an 18-gauge needle. Cells were filtered through a 70-μm strainer and incubated for 15 min at 4 °C with anti-CD31 antibody (BD Biosciences #553370) that had been previously conjugated to magnetic dynabeads (ThermoFisher #11035) following the manufacturer’s protocol. Non-bound cells were removed by washing three times with 0.1% BSA in PBS for one minute/wash at room temperature. The bound cells were resuspended in PBS and 1/20th of the suspension was kept for DNA extraction.

### Droplet digital PCR (ddPCR)

The *R26*^*GT-Map2k1-GFP*^ allele contains from 5′ to 3′: a CAG promoter, a LoxP flanked stop cassette (gene trap), the *Map2k1* (p.K57N) cDNA, an IRES-GFP cassette and a poly A signal^13^. DNA was extracted from isolated brain ECs using the DNeasy blood and tissue kit (Qiagen #69506). To detect the non-recombined *R26*^*GT-Map2k1-GFP*^ allele, a ddPCR assay was designed using a forward primer (FP) immediately upstream of the 5′ LoxP side of gene trap (5′-cgtgctggttattgtgctgtc-3′) and a reverse primer (RP) inside the gene trap (5′-gcgttggctacccgtgata-3′). The resulting amplicon size was 278 bp. A gene trap specific probe (5hex/caacacccgtgcgttttattctgt/3IABkFQ) was contained within the amplicon. To detect the recombined *R26*^*GT-Map2k1-GFP*^ allele a ddPCR assay was designed using the same FP in combination with a RP located within the *Map2k1* (p.K57N) cDNA (5′-gatctccaggtggatcagctt-3′). The resulting amplicon size was 2912 bp when the gene trap was present and 406 bp when the gene trap was removed by recombination. The amplicon contained the *Map2k1* cDNA specific probe 56-FAM/gagtggtcttcaaggtctcccaca/3IABkFQ. Primers and probes were obtained from Integrated DNA Technologies. PCR cycle used: 95 °C 10′ =  > 40× (94 °C 30″ =  > 60 °C 60″ =  > 72 °C 30″) =  > 98 °C 10′ (ramp time: 1.2 °C/s). The extension step of 30″ prevented amplification of the 2912 bp non-recombined fragment, making the *Map2k1* probe specific for the recombined allele. Reactions were performed in triplicate.

### RNA sequencing

RNA sequencing was performed on RNA extraction and library construction by GeneWiz (South Plainfield, NJ, USA). RNA quantity was determined using Qubit and assessed with the Agilent RNA 60,000 Nano kit. RNA libraries were made with poly(A^+^) RNA and sequenced on an Illumina HiSeq with 2 × 150 bp reads at ~ 40 million reads per sample. Analysis was performed by GeneWiz. Sequence reads were trimmed to remove adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the Mus musculus GRCm38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. Reads were normalized using DESeq2’s median of ratios, a sample-specific normalization method determined by the median ratio of gene counts relative to geometric mean per gene. Principal component analysis was performed to assess similarities and differences across the samples.

Differential gene expression analysis was carried out using DESeq2. We focused our attention on the top 80% of these ranked by average normalized read counts across all eight samples. RNA sequencing data are available in the NCBI gene expression omnibus (GEO) data repository.

*Map2k1* expression levels from a recombined *R26*^*GT-Map2k1-GFP*^ allele was calculated for three *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ mice. *Map2k1* transcript read numbers from *R26*^*GT-Map2k1-GFP*/+^; *Tg-Cdh5CreER*^+*/−*^ brain ECs were normalized for average *Map2k1* transcript read number in wild type brain ECs (1579) and adjusted for their respective recombination efficiency. Read numbers were then normalized to expression from one endogenous *Map2k1* allele.

### Statistical methods

Significantly differentially expressed genes had adjusted p values < 0.05 (after controlling for multiple comparisons using the Benjamani–Hochberg Method, and mean log2-fold change > or < 1). Pathway analysis using the top 200 differentially expressed genes (ranked by adjusted p value) was performed using the Gene Ontology Resource^29^.

## Supplementary Information

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Table 1.

Supplementary Table 2.

## Data Availability

The datasets generated and/or analyzed during the current study has been submitted to the Gene Expression Omnibus repository, accession number: GSE226484 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226484).

How the deposited data were processed for this re-analysis (not part of the article)

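Brain ECs of 4 mutant and 4 wild-type P9 pups were measured by RNA sequencing, 1 library per pup. All 8 libraries were mapped to a condition and a replicate number from their titles and the paper, and none was left unmapped.

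The authors trimmed the reads with Trimmomatic, mapped them to GRCm38 with the STAR aligner and deposited whole-number counts per gene, one set per library, without normalization. The paper's text does not name the counting program, the annotation release, the use of strand or the treatment of reads that map to several places. The authors also deposited a signal for 16889 genes, which is each library's counts divided by 1 size factor from DESeq2. Multiplying these values by the factor gave whole reads in 100% of cases, so both sets hold the same counts. The tests used the unnormalized counts, and the normalized set was used for the paper's *Map2k1* level and for alternatives on the genes tested. Of 49315 gene identifiers, 49056 matched a symbol in the reference annotation (GENCODE vM21), which was used for symbols, gene types and GC content. Gene positions are those of the count files.

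Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library sizes were scaled by TMM, genes were filtered with filterByExpr (minimum count 10), and the conditions were compared with glmQLFit and glmQLFTest with no other covariate. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the limits of the paper. Group differences in single values were tested by exact permutation. Principal components used the 500 genes of largest variance. Gene lists were tested with limma's camera at a preset correlation of 0.01, and gene families by Fisher's exact test. The 17 lists cover targets of the ERK pathway, the blood-brain barrier, arterial and venous endothelium, tip cells, proliferation, pericytes, smooth muscle, fibroblasts, astrocytes, neurons, oligodendrocytes, microglia and macrophages, red blood cells, platelets, neutrophils and lymphocytes, and endothelial cells. A list of 10 genes induced by cell dissociation was added later. To set a bound on decreases, genes were also tested with glmTreat against the fall to 72% that a complete loss in 28% of the cells would give, if all cells held equal RNA.

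The genes named are all those the paper's text names for these data, and the 5 largest rises and 5 largest falls by fitted log2 fold change. These were taken among differentially expressed genes with a mean of at least 100 normalized counts in the higher group and no overlap between the groups. The rule did not use the lower bounds. With them, *Fam110c* (7.37), *Ttc9* (6.58) and *Prss12* (6.31) rose by more than *Gkn1* (6.28), *Gm8748* (5.52) and *Klrb1c* (5.14), and *Klrb1c* by less than *Col15a1* (5.28). Other genes in the closing section were chosen after their values were seen.

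The analysis was tested on simulated data, in which counts for 16887 genes were drawn from the means and library sizes of the real libraries with 200 genes changed. Each was changed by more than the limit for a call, 100 of them 8-fold, and genes with few counts were not among them. All genes had the same spread between replicates (dispersion 0.03). All 200 changed genes were called, and 2 unchanged genes were called. The simulation does not test smaller changes, genes with few counts, a spread that differs between genes, or changes in as many genes as in the real data. With 24833373 to 34196955 counts per library, the spread between pups and not the counting error limits the precision of the genes named, except those with a few counts in one group. Folds against a group with 3 counts or fewer in every library are given as lower bounds.

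The alternatives were DESeq2 in place of edgeR, other normalizations, other filters on low counts, other thresholds, the replicate number or the label prefix as a block, genes on X, Y and MT left out, each library left out in turn, and other inputs to the recombined allele estimate, the principal components and the list tests. Alternatives set after the data were seen are the genes of the deposited normalized set, its top 80% with edgeR and with DESeq2, the removal of trends with gene length and GC content, and the endothelial genes without *Cdh5*. The ddPCR, the immunostaining and the ontology terms of the paper were not analysed here.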

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

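The tests here were chosen before the values they measure were seen, although some of the genes near *Cdh5* had been seen. In 65 groups of 4 libraries, 5 had a library far from the other 3, where about 3.25 are expected by chance. The ratio of the gap to the whole range was 0.905 for *Dcn* in mutant libraries, 0.832 for *Stc1* in mutant libraries, 0.8292 for *Angpt2* in wild-type libraries, and 1.00 for both *Gkn1* and *Klrb1c* in wild-type libraries. The last pair rests on a single read in 1 library, with 0 counts in the other 3. No explanation was tested for these libraries, and the number of such groups is near what chance gives.

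The genes next to *Cdh5*, which the paper's text does not discuss, were higher in mutant ECs, with a median log2 fold change of 3.86 over the 6 tested genes within 100 kb. The median is the same with *Gm8748* at its lower bound. This region was looked at because *Cdh5* itself rose (log2 fold change 1.11, standard error 0.12, adjusted p = 6.04e-05 from edgeR's quasi-likelihood test), and the genes were chosen after some of their values had been seen. *Cdh5* lies on chromosome 8 of GRCm38 from 104101625 to 104144511. Of the 6 neighbours, 5 were differentially expressed and higher: *Gm8748* (at least 46.0-fold, with no count in any wild-type library), *Gm29682* (log2 fold change 5.32), *Bean1* (4.45), *Gm10631* (3.26) and *Gm45663* (1.95). *Tk2*, the farthest of the 6, did not differ (0.04, adjusted p = 0.834 from edgeR's quasi-likelihood test). Beyond 100 kb the rise did not end at *Tk2*. *Cklf* (0.74, adjusted p = 0.00131) and *Cmtm3* (1.09, adjusted p = 1.23e-05, edgeR's quasi-likelihood test) were higher in every mutant library, and both were chosen after their values were seen. Of 6007 windows of the same size around other genes with as many tested neighbours, 0 had a median as high and 1 had as many higher genes. *Gm29682* and *Gm10631* lie on the strand opposite to *Cdh5* and *Bean1* and overlap them, so reads of those genes could be counted on them if counting ignored the strand, but that leaves *Bean1*, *Gm45663* and *Gm8748*. A candidate explanation is that the Cre transgene, whose name refers to the *Cdh5* promoter, carries genomic sequence around *Cdh5* that is transcribed in the mutant pups, and the test, with 5 of 6 neighbours higher, goes with it. Reads of the *Map2k1* cDNA on *Gm8748* are argued against, since the *Gm8748* transcript had 0 alignments to *Map2k1* transcripts (its closest other match is *Rps7*, at 90.8% identity). Activation of the endogenous region in mutant ECs stays open and was not tested, as does the extent of the transgene. If the transgene explanation holds, the rise of *Cdh5* would not be an effect of mutant MAP2K1, and controls with the same transgene would be expected to show these reads. The matings that the paper describes can also give pups with the Cre transgene alone.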

How the results depend on the processing

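The alternatives were set before the data were examined, except those said to be added afterwards.

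The 31 named genes gave 580 values under other settings, of which 574 kept both the direction and the side of the threshold. The genes that the paper names as changed did so in each setting that tested them. *Gfap* ranged from -0.27 to 0.49 and *Higd1b* from -0.12 to 0.30 in log2 fold change when single libraries were left out, so the sign changed in some fits, although neither gene passed the threshold in any of them. 3 values of named genes became stronger, all of *Dcn*, and 0 became weaker.

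The number of differentially expressed genes was 2353 with DESeq2's size factors, 2397 with upper-quartile normalization, 2380 with library size alone and 2716 with DESeq2. The scalings put between 37.1% and 43.9% of these genes on the higher side, against 42.3% with TMM. With at least 10 counts required in every library, 873 genes were lower. Testing against a log2 fold change of 1 gave 736 genes, 427 higher and 309 lower, and adjusted p alone gave 7504, 3631 higher and 3873 lower. With each library left out, the count ranged from 2168 to 2662. Among alternatives added after the data were seen, the top 80% of the deposited normalized set gave 892 lower genes with edgeR, 878 with DESeq2 run on all genes and 887 with DESeq2 run on the genes of that set. The counts with other thresholds or other genes tested follow from those choices, and the cause of the other differences was not tested.

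The counts of genes over 10-fold and over 4-fold moved with the filter and the tool. Higher genes over 10-fold and 4-fold numbered 204 and 477 with DESeq2, 224 and 515 with no filter, 212 and 486 with the top 80% of genes with counts, 53 and 184 with at least 10 counts in every library, and 22 and 58 with a mean of at least 1000. Lower genes over 10-fold and 4-fold numbered 79 and 460 with DESeq2, 95 and 531 with no filter, 96 and 546 with the top 80% of genes with counts, 4 and 105 with at least 10 counts in every library, and 1 and 24 with a mean of at least 1000. With the top 80% of the deposited normalized set, added after the data were seen, lower genes numbered 10 and 165 with edgeR, 11 and 161 with DESeq2 run on all genes, and 11 and 163 with DESeq2 run on the genes of that set. Lower genes over 10-fold ranged from 13 to 53 with single libraries left out, with 31 without mutant replicate 2, 39 without mutant replicate 3, 53 without mutant replicate 4 and 38 without wild type replicate 4. Few counts limit these folds, and the cause of the changes with single libraries was not tested.

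Decreases past the bound set by a recombined share of 28% numbered 1463. They numbered 973 with DESeq2, 2208 for a share of 20% and 309 for a share of 50%, and ranged from 1051 to 1594 with single libraries left out. The values for other shares follow from the bound, and the cause of the differences with DESeq2 and with single libraries left out was not tested.

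The recombined allele was expressed 80.7-fold with a share of 20% for all 4 mutants and 57.7-fold with 28%, which follows from the formula. The first principal component held from 63.1% to 83.8% of the variance over the other choices of genes and transformation, and the groups stayed apart in each. The share of the purity markers is a ratio within a library, so another scaling cannot move it. Without *Cdh5* among the endothelial genes, an alternative added after the data were seen, it was 2.11% in mutant and 1.61% in wild-type libraries, closer to the value with *Cdh5* than the SD between libraries. The overlap of the top 200 genes was 189 with DESeq2 and ranged from 154 to 179 with single libraries left out.

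Of the 17 gene lists, 6 passed the threshold with camera's preset correlation, 7 with fry and 0 with a correlation estimated from the data, where no list had an adjusted p under 0.642. 10 values of single lists became weaker and 1 stronger. The arterial list lost its call without mutant replicate 3 (adjusted p = 0.0849, limma's camera), without mutant replicate 4 (0.0537) and without wild type replicate 4 (0.0704). Lists with no call changed sign. The endothelial list did so under fry (adjusted p = 0.914) and with DESeq2's size factors (0.993, limma's camera), and the smooth muscle list under fry (0.990). With single libraries left out, adjusted p ranged from 0.583 to 0.989 for the smooth muscle list, from 0.345 to 0.984 for the microglia list and from 0.703 to 0.995 for the endothelial list (limma's camera), with changes of sign in each.

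The replicate numbers were checked as a pairing. The correlation of deviations from the group means was 0.20, 0.21, 0.29 and 0.02 for the pairs 1 to 4, so the numbers alone are not shown to pair the pups. Over the 6 pairs of a mutant and a wild-type library with the same label prefix the correlation was between 0.02 and 0.29, and over the 10 pairs with different prefixes between -0.36 and 0.38, above 0 in 3 of them. With the replicate block, 2431 genes were differentially expressed, of which 2300 were also called without it, and the overlap of the top 200 genes was 146, the lowest of its alternatives. The arterial list then had an adjusted p of 0.0520 and the endothelial list, with its sign turned, one of 0.947 (limma's camera), and *Dcn* had a log2 fold change of 0.42 with an adjusted p of 0.0321 (edgeR's quasi-likelihood test).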

Differences from the paper's values

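The paper reports 887 genes with decreased transcripts, and 1360 were lower here. The count came within 1.5 times of 887 with DESeq2's size factors (1320), at least 10 counts in every library (873), X, Y and MT genes left out (1265) and some single libraries left out. The main count lies just past this limit, so 1320 and 1265 leave most of the gap, while 873 closes it. The limit was not reached with DESeq2 at its defaults (1506), upper-quartile normalization (1508), library size alone (1480), no filter (1616), the top 80% of genes with counts (1695), either block (1399 and 1406) or other thresholds. The paper's methods name DESeq2 and the top 80% of genes by average normalized counts. Both forms of this that were run were chosen after the paper's tables and the values had been seen. DESeq2 on all genes, limited to the top 80% of the deposited normalized set, gave 792 higher and 878 lower genes and shared 1667 genes with the paper's tables. DESeq2 on only the genes of that set, with the same limit, was tried next and gave 790 higher and 887 lower, the paper's numbers, and all 1677 of its genes. With edgeR, the top 80% of that set, also chosen after seeing the values, gave 892 lower genes.

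The paper's text gives 85 other genes over 4-fold higher, against 311 here. Of the alternatives set before the data were examined, a mean of at least 1000 normalized counts (58, of which 22 were over 10-fold) came within 1.5 times of 85 and the others did not. The counts here include the genes over 10-fold and those that the paper names separately. Whether the 58 closes the gap can therefore not be decided. The text gives 52 other genes over 4-fold lower, against 297 here, and none of the alternatives set before the data were examined closed the gap. The paper's limit for a low adjusted p among these genes is not stated in its text.

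Supplementary Table 2 of the paper holds 11 genes over 10-fold lower, against 17 here. The count came within 1.5 times of 11 with the replicate block (14), the block by label prefix (12), X, Y and MT genes left out (16) and some single libraries left out. The other alternatives set before the data were examined did not reach this limit. The main count of 17 lies just past it, so 16 leaves most of the gap. That table holds 163 genes over 4-fold lower, against 297 here, and of the alternatives set before the data were examined only leaving out wild type replicate 3 (234) came within 1.5 times. The forms with the top 80% of the deposited normalized set, chosen after seeing the values, closed both gaps. They gave 10 and 165 with edgeR, 11 and 161 with DESeq2 on all genes, and 11 and 163 with DESeq2 on the genes of that set.

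The paper's adjusted p values come from DESeq2 and those here from edgeR's quasi-likelihood test, and they are compared as -log10 of the adjusted p. For *Col15a1* the paper's text gives 236 and its Supplementary Table 1 gives 231, against 6.90 here. The exponent in the text is that of the unadjusted p of *Col15a1* in that table. For *Itgb3* the paper's values are 109 in the text and 109 in the table, against 6.14 here, for *Piezo2* 215 and 214, against 6.90, and for *Cd109* 168 and 167, against 6.90. For *Stra6* the paper's text gives 9 and its Supplementary Table 2 gives 8.18, against 3.73 here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times for all 5 genes, with 226, 113, 207, 162 and 8.04, and testing without a filter did so for *Stra6* (6.80). The others did not.

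The paper names *Col15a1* as the most significantly affected and the highest upregulated gene. Here *Piezo2* had the smallest p and *Col15a1* ranked 4, and 19 genes rose by more than *Col15a1*, with genes at 3 counts or fewer in all wild-type libraries placed at their lower bound. Among the 19, *Gm8748* and *Gm29682* lie next to *Cdh5*, where the Cre transgene is a candidate source of the reads. By adjusted p, *Col15a1* was tied with *Piezo2*, *Etv4* and *Cd109* (1.27e-07, edgeR's quasi-likelihood test). With DESeq2 the adjusted p of *Col15a1* (6.99e-227) was smaller than that of *Piezo2* (1.04e-207). The paper names *Stra6* as the single gene over 10-fold lower, and 10 genes fell by more here, counted with the same rule for the mutant libraries, of which 1 had a mean of at least 1000 normalized counts in wild-type ECs. Of the 10, *Lmntd1* and *Adgra1* fell by less than *Stra6* with the label prefix as a block. A smaller carryover of neural cells could have lowered some of the 10, which was not counted.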

Other observations

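The tests of the RNA ratio between cells, of the counts gained by platelet and fibroblast genes and of a smaller carryover of other cell types were chosen after the result was seen. The others were written down before the value each one measures was seen, some of them after related genes had been looked at. Single genes named here outside the naming rule, those picked from the gene lists included, were chosen after their values were seen.

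Of the 35 ways to split the 8 libraries into 4 and 4, 1 gave as many differentially expressed genes as the real one, which is the real split itself, and 1 gave as many decreases past the bound, again the real split. The other 34 gave 0 differentially expressed genes each, with between 50 and 2270 genes at an unadjusted p under 0.05, against 8817 in the real split. The split of the first label prefix from the others gave 1141. In such splits the difference between mutant and wild type adds to the spread within groups. Gene length and GC content were tested as technical causes. After removing the trend with length per library, 2345 genes were differentially expressed, and 2297 after removing that with GC content. With the label prefix as a block there were 2456, and with X, Y and MT genes left out 2263. Each is near the 2356 called without these changes, which argues against them as the whole cause. Leaving out X, Y and MT genes does not test an effect of sex on the other genes. No fit with sex as a covariate was run.

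The number of genes that fell is larger than recombination in 28% of the cells allows, if only recombined cells changed and all cells held equal RNA, since no gene could then fall below 72% of its wild-type level. By glmTreat 1463 genes fell past that bound. Another scaling left at least 1404, which argues against normalization. Recombined cells with more RNA could give such falls, and *Lrrn3* would need 53.8 times the RNA of other cells, while the median gene past the bound would need 3.74 times. No table here measures RNA per cell, so this cannot be told apart from changes in cells without recombination, which stay open and were not tested. A smaller carryover of neural cells and red blood cells could also take their genes past the bound. All 8 genes of the oligodendrocyte list and all 7 of the red blood cell list were differentially expressed and lower. How many of the 1463 genes come from such cells was not counted. A recombined share above the one measured in DNA was tried at 50%, and 309 genes were still past the bound, so a share of up to 50% does not by itself account for those genes.

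Platelets in the mutant preparations might raise *Itgb3*. Of 8 tested platelet genes 4 were higher and 4 lower, so the median of the list decides nothing. The log2 fold change was 0.85 for *Pf4* and 0.29 for *Itga2b* (adjusted p 0.301 and 0.161 from edgeR's quasi-likelihood test). Over the alternative settings their lowest adjusted p was 0.00828 and 0.0256 (edgeR's quasi-likelihood test or DESeq2). Summed, the 8 genes gained 34.3 normalized counts (SD of the difference 163), while *Itgb3* gained 7202, which argues against platelets as the source of the rise. Fibroblasts might likewise raise *Col15a1*. Of 8 fibroblast genes 6 were higher and 2 lower, and summed they gained 4109 normalized counts (SD of the difference 5621), while *Col15a1* gained 63130, which argues against it. Of the list, 3 of 8 genes had more than 1000 normalized counts in wild-type ECs and 1 is named by the paper. A change within ECs stays open for both genes.

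*Fos* and *Junb* were lower in mutant ECs, with log2 fold changes of -1.24 and -0.63, although the paper names c-FOS among the factors that the pathway of MAP2K1 induces. *Jun* was also lower (-1.13), while *Myc*, which the paper names with them, was higher (1.20, adjusted p = 5.71e-05 from edgeR's quasi-likelihood test). The groups overlapped for *Junb*, whose adjusted p rose to as much as 0.0904 with single libraries left out (edgeR's quasi-likelihood test). A weaker response to cell isolation in the mutant preparations is a candidate explanation. Of 10 genes induced by dissociation, *Jun* among them, 9 were lower with an adjusted p under 0.05 and 0 higher (edgeR's quasi-likelihood test), with *Hspa1a* and *Hspa1b* at -2.51 and -2.58. Without *Jun* it was 8 of 9. *Egr1*, which is not in the list, did not pass the threshold in the main fit (-0.30, adjusted p = 0.152 from edgeR's quasi-likelihood test). Its lowest adjusted p under other settings was below 0.05. Within each label prefix its normalized counts were lower in mutant libraries. They were 27861 and 21700 against 31111 and 29410, 27021 against 28999, and 15889 against 24558. A small fall of *Egr1* is therefore not excluded. The test goes with this explanation and does not exclude a direct effect of the mutation on these genes. Over the 20 genes of the ERK pathway list, 4 were differentially expressed and higher and 1 lower, and *Etv4* rose by 4.28 on the log2 scale while *Dusp6* fell by 0.41.

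Genes of oligodendrocytes and red blood cells were lower in mutant libraries, with median log2 fold changes of -2.41 and -1.69, although the paper describes hemorrhage in mutant brains. The fall was not confined to them. Among neuron genes 6 of 8 and among astrocyte genes 2 of 8 fell by as much as the least changed gene of those lists, with medians of -1.55 and -0.59. A smaller carryover of all other cell types alike is argued against, since 1 of 32 genes of the pericyte, smooth muscle, fibroblast and microglia lists fell by as much, and 9 of 62 over all 8 other cell type lists. A smaller carryover of neural cells and red blood cells stays open. Delayed oligodendrocyte development in the growth retarded pups was not tested.

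The blood-brain barrier list, of which the paper names 4 genes and another list holds 1, was lower (median log2 fold change -1.47, 13 of 18 genes differentially expressed and lower, adjusted p = 6.27e-06 from limma's camera), as was the arterial list (median -0.35 over 12 genes, adjusted p = 0.0342, limma's camera), and the venous list was higher (median 0.96, 5 of 10 genes differentially expressed and higher, adjusted p = 0.00364, limma's camera). Adjusted p was 6.23e-04 for the oligodendrocyte list and 0.00364 for the red blood cell list (limma's camera). The ERK pathway list had 0.121 and passed under fry (0.00205). The lists of pericytes (0.508), smooth muscle (0.987), fibroblasts (0.508), astrocytes (0.309), neurons (0.248), microglia and macrophages (0.745), platelets (0.745), neutrophils and lymphocytes (0.256) and endothelial cells (0.987) did not pass (adjusted p, limma's camera).

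The sex of the pups is not given by the labels. *Xist* had 189, 198, 216 and 29446 normalized counts in mutant libraries 1 to 4 and 146, 26410, 28407 and 224 in wild-type libraries 1 to 4. *Ddx3y* had 4881, 5710, 4558 and 36.6 in the mutant libraries and 4742, 31.0, 17.3 and 5882 in the wild-type libraries. By these counts mutant library 4 and wild-type libraries 2 and 3 came from females and the others from males. Sex was therefore not balanced between the groups.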
